A study of Rattus norvegicus with 6 samples. Its data were reported in "Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation" (2016).

How the data were processed

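Poly(A)-selected RNA of synovial fibroblast-like cells from arthritic female Wistar rats was sequenced for the authors by a company on an Illumina instrument. Per the labels, cells of 2 rats were each divided over 3 culture conditions, which gives 6 libraries. The medium held fetal bovine serum (FBS), serum of untreated animals (MS−), or serum of animals after 18 days of needle stimulation (MS+). The names MS+ and MS− follow the study; the labels call the stimulation acupuncture. The labels do not state how many animals gave each serum, so the replicate is the rat that supplied the cells, not a serum donor. One field of the MS− labels calls the rats healthy, while the disease field and the title call them arthritic. The study itself describes the MS− serum in more than 1 way, as drawn before any therapy and as drawn in untreated arthritic animals. These points were left open.

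Low-quality reads were removed by that company. The authors aligned the rest to the rat genome rn4 with bowtie2, and counted reads per transcript with HTSeq in its intersection-nonempty mode. They divided the counts by library sizes scaled with the TMM method of edgeR, and this normalized signal, in CPM, is what the authors deposited. The deposited table holds 17221 transcript rows with 16499 distinct symbols, and 4567 rows are at 0 in every library. HTSeq drops reads shared by overlapping transcripts, and strand use was not stated. Rows that overlap a row of another symbol (1438 rows) or of the same symbol (906 rows) are therefore uncertain, as are rows of closely similar gene families.

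Whole reads were recovered by dividing each column by the value of 1 read. Within a tolerance of 1e-06 reads, 100% of the values in each library came out whole. The libraries held 5463316 to 5991889 reads. A count of 3 reads, taken as the floor of detection in a single library, corresponded to 0.491 to 0.551 CPM. Floors cover counting error only, since PCR copies carried no molecular identifiers. TMM factors computed from the recovered reads differed by at most 2.82e-09 from those implied by the column sums. The planned design named limma-voom for counts and limma on log2 values for a normalized unit, so the latter was used. Coordinates are those of rn4 as deposited, written 1-based; the deposited starts count from 0. The table gives transcript spans without exons. Accessions of 16169 rows (93.9%) were found in the RefSeq gene table of assembly GRCr8, which was used for names only. GC content was not analysed here.

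Features were kept if both replicates of at least 1 group reached 1 CPM, which left 9820. Differences were tested with limma 3.58.1 (lmFit, then eBayes with trend; two-sided) in R 4.3.3 on log2(CPM + 1). The fit held all 6 libraries with culture condition as the only term. Fold changes are on this log2(CPM + 1) scale, which understates the change of low genes. The study rule called a feature at unadjusted p under 0.05, a change of 2-fold or more, and a mean of at least 1 CPM in the groups compared. The study applied these thresholds to limma-voom output, while here they were applied to limma on log2(CPM + 1), so the counts under this rule are not the same measure. The second rule was a Benjamini-Hochberg adjusted p under 0.05. Values are given as mean ± SD of the 2 libraries of a group.

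The replicate numbers pair the libraries, because the labels name the same 2 rats in every group. The difference between rat 2 and rat 1 correlated across features by 0.59 between MS+ and MS−, 0.49 between MS+ and FBS, and 0.62 between MS− and FBS. A fit with the rat as a block was therefore run beside the main one. The 2 libraries of a group were not copies of 1 library: the chi-square of their reads per degree of freedom was 14.3 to 15.9.

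In advance, 9 gene lists were written: G2/M, S phase, mesenchymal, epithelial, immediate early, fatty acid and PPAR, inflammatory, macrophage and blood cell genes. The fatty acid list was written with the study's own list of altered genes in view, so it is not independent of these libraries. Lists were tested with camera in limma at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. Each gene was represented by its most abundant row. Benjamini-Hochberg adjustment covered 21 tests (7 lists in 3 comparisons). The macrophage and blood cell lists were given as reads only. A further 4 lists were written after the data were seen: glucocorticoid targets already seen, glucocorticoid targets not yet seen, skeletal muscle genes and developmental position genes. These were set beside 10000 random lists matched on mean expression in 50 bins.

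Genes were named by a rule fixed beforehand. For each comparison it took the 3 largest rises and the 3 largest falls past the adjusted threshold, or past the study rule where fewer than 3 passed. They needed a mean of at least 1 CPM and the same direction in both rats. The rule added Fos, Wnt5b, Gjb2, Adora2a, Adora3, Ada, S100a8 and S100a9 whatever their values, and the 2 most abundant members of a list as examples.

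The alternatives fixed before the data were examined were DESeq2 size factors, library totals, no filter, a pseudocount of 0.1, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, only the 4 libraries compared, the rat as a block, and each library left out. Limma-voom on the recovered reads, edgeR with the block and a correlation over disjoint libraries were added after the data were seen. Limma on log2 values, limma-voom and edgeR, each with and without the block, were all looked at, and the choice among them had been fixed beforehand. Scripts were tested on simulated data with the real means, library sizes and rat differences and 200 changed features among 9668 tested, for MS+ against MS−. At the adjusted threshold the unblocked limma fit recovered 156 changed features with 0 false calls. With the block it recovered 194 with 15 false calls. The study rule recovered 188 with 2 false calls. All planted changes were larger than 2-fold and none lay in the features of lowest expression. Recovery of smaller changes was therefore not tested. The comparisons with FBS share their control libraries. For this reason 100 sets of all 6 libraries, FBS redrawn as well, were simulated with the rat difference but no difference between groups.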

Results

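The transcriptome of synovial fibroblast-like cells, the adherent cells grown from the joint lining of rats with collagen-induced arthritis, was measured under 3 serological settings. Cells of 2 rats were cultured with fetal bovine serum (FBS), with serum of untreated animals (MS−) or with serum of animals under mechanical stimulation by needle (MS+, day 18). Each setting had 2 libraries, 1 per rat. Library depth was 5463316 to 5991889 reads. The number of transcript features at 1 CPM or more was 9678 to 9749 per library, and 9820 features were tested. In a principal component analysis, the first component (44.7% of the variance) separated FBS from both rat sera. The second (27.3%) separated the cells of the 2 rats, and the third (17.3%) separated MS+ from MS−.

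The comparison of MS+ with MS− addressed what the serum of stimulated animals changes in the cells, relative to serum of untreated ones. The day of drawing and the disease state of the MS− donors are not settled. A difference in either cannot be separated from the stimulation. The study rule (unadjusted p under 0.05 with a change of 2-fold or more) called 122 features, of which 83 were higher and 39 lower in MS+. With the rat as a block it called 136. Among the alternatives fixed in advance, edgeR on the recovered reads moved this count most, to 230. Limma-voom, the kind of test the study applied these thresholds to, called 213 here. In the main limma fit, leaving out MS+ replicate 1 raised the count from 122 to 206. At unadjusted p under 0.05 there were 1446 features, where chance alone would give 491. After Benjamini-Hochberg adjustment in limma, 2 features remained, Procr and Txnip. They fall outside the naming rule and were chosen after their values were seen. Procr rose by 1.93 (SE 0.15, limma adjusted p 0.0339) and Txnip had a log2 fold change of -1.48 (SE 0.12, limma adjusted p 0.0339). With limma the adjusted count was 0 when any one of the 6 libraries was left out of the fit, while 918 to 1385 features were then at unadjusted p under 0.05. With the rat as a block, 987 features passed the adjusted threshold, 518 higher and 469 lower, and the 2 features were among them. Without the block, edgeR called 3, limma-voom 2 and DESeq2 128.

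The largest rises in MS+ over MS− past the study rule were in Nppc, Ednrb and Celsr3. Nppc (NM_053750, chromosome 9, 85434254 to 85438454 in rn4, minus strand) measured 11.01 ± 1.56 CPM in MS+, 1.00 ± 0.65 in MS− and 0.25 ± 0.11 in FBS (SD, n = 2 each). Its log2 fold change was 2.62 (SE 0.30), with a limma adjusted p of 0.0729 without the block and 6.37e-05 with it. Ednrb (NM_017333, chromosome 15, 87893143 to 87898691, minus strand) rose by 2.10 (SE 0.41) to 22.5 ± 7.11 CPM, from 4.81 ± 3.17 CPM. Celsr3 (NM_031320, chromosome 8, 113882883 to 113923950, plus strand) rose by 2.10 (SE 0.40) to 18.5 ± 5.00 CPM, from 3.54 ± 1.13 CPM. The largest falls were in Egr2, LOC687001 and Prima1. Egr2 (NM_053633, chromosome 20, 21883885 to 21888177, minus strand) measured 9.89 ± 2.31 CPM in MS+, 34.8 ± 3.51 CPM in MS− and 16.2 ± 2.48 CPM in FBS. Its log2 fold change between MS+ and MS− was -1.73 (SE 0.20). LOC687001 (NM_001200045, named Hdac9 in the newer gene table, chromosome 6, 52696733 to 53283737, minus strand) fell by 1.63 (SE 0.40). It measured 1.82 ± 0.54 CPM in MS+, 7.81 ± 2.25 CPM in MS− and 6.86 ± 4.14 CPM in FBS. Prima1 (NM_001108721, chromosome 6, 127473127 to 127524588, minus strand) fell by 1.61 (SE 0.41). It measured 45.1 ± 16.5 CPM in MS+, 143 ± 64.7 CPM in MS− and 59.2 ± 24.4 CPM in FBS. The means of Egr2 and Prima1 in FBS thus lay between those of MS+ and MS−, with MS− above FBS. In limma, none of the 6 passed the adjusted threshold without the block, and each passed it with the block. Without the block, edgeR and limma-voom also passed none of them, and DESeq2 passed 4 (Nppc, Ednrb, Celsr3 and Egr2).

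The study singled out Fos, Wnt5b and Gjb2 as markers of the mesenchymal or epithelial state. It also measured all 3 by qRT-PCR, and its reading of MS+ as a shift from the mesenchymal towards the epithelial state draws on that assay. The qRT-PCR values were not examined here, and what follows covers the sequenced libraries only. Fos (NM_022197, chromosome 6, 109559135 to 109562001, plus strand) measured 141 ± 52.4 CPM in MS+, 321 ± 103 CPM in MS− and 294 ± 7.43 CPM in FBS (SD, n = 2 each). Its log2 fold change between MS+ and MS− was -1.19 (SE 0.29), and it differed between the rats, at -0.47 in rat 1 and -1.91 in rat 2. Without MS+ replicate 2 it was -0.80 and without MS− replicate 2 it was -0.85, both short of the 2-fold limit. Wnt5b (NM_001100489, chromosome 4, 155747648 to 155763554, minus strand) measured 1.63 ± 1.01 CPM in MS+, 6.27 ± 0.08 CPM in MS− and 15.4 ± 7.83 CPM in FBS. It fell by 1.52 (SE 0.40) between MS− and MS+. Gjb2 (NM_001004099, chromosome 15, 36153527 to 36159490, minus strand) measured 74.0 ± 52.1 CPM in MS+, 18.7 ± 6.53 CPM in MS− and 11.4 ± 0.36 CPM in FBS. It rose by 1.77 (SE 0.47) in MS+ over MS−, and by 0.99 without MS+ replicate 2, which is short of the 2-fold limit. All 3 met the study rule between MS+ and MS−. Their limma adjusted p over all features was 0.165, 0.183 and 0.195, and with the rat as a block 0.00161, 0.00628 and 0.000406. In DESeq2 without the block, Fos passed (adjusted p 0.00768) while Wnt5b and Gjb2 did not (0.104 and 0.138). Adjusted over the list alone, which here held these 3 and Ada as the genes tested among those named from the study, each of the 3 was at 0.0102, but whether the study picked these genes before or after seeing these libraries is not stated, so that value is not taken as independent evidence. Against FBS, Wnt5b was lower in MS+ by a log2 fold change of -2.60 (limma adjusted p 0.0131) and Gjb2 was higher by 2.401 (limma adjusted p 0.0280). Over the alternatives the adjusted p ranged from 1.24e-05 to 0.0694 for Wnt5b and from 3.91e-06 to 0.120 for Gjb2. The call of Wnt5b was lost without FBS replicate 2 (adjusted p 0.0561), MS+ replicate 1 (0.0571) or MS+ replicate 2 (0.0694). That of Gjb2 was lost without FBS replicate 1 (0.120), FBS replicate 2 (0.105) or MS+ replicate 2 (0.0654). Between MS+ and FBS, Fos had a log2 fold change of -1.10 with a limma adjusted p of 0.0608. Over the alternatives that p ranged from 0.000719 to 0.208, and it passed with the block (0.000719), with DESeq2 (0.00576) and under library totals (0.0486). Between MS− and FBS the change of Wnt5b (-1.08) did not pass in limma without the block (adjusted p 0.183) and passed with it (0.0240).

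**Figure D1:**
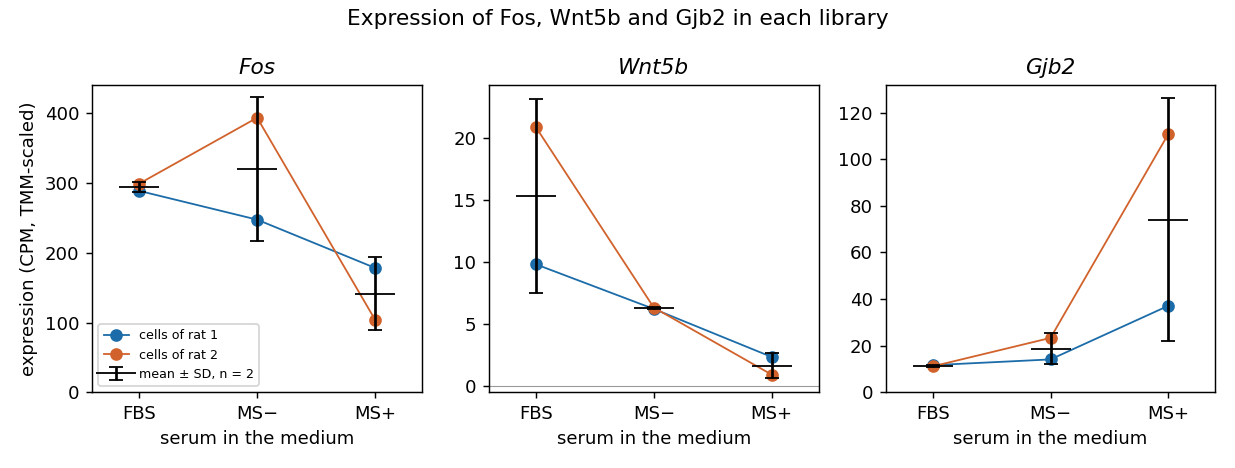
Expression in TMM-scaled CPM (vertical axes from 0) of Fos, Wnt5b and Gjb2 by the serum in the medium; circles are single libraries joined by rat, and black bars are the mean ± SD of the 2 libraries. In both rats MS+ was below MS− for Fos and Wnt5b and above it for Gjb2, and for Gjb2 the 2 MS+ libraries lay apart, at 37.1 and 111 CPM.

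The serum proteins assayed by the study were also looked up as transcripts of the cells. Adora3, S100a8 and S100a9 had 0 reads in all 6 libraries, so they were not detectable at this depth, where 3 reads in a library correspond to 0.491 to 0.551 CPM. Adora2a had 0 to 2 reads per library and was not tested. Ada measured 21.8 ± 4.34 CPM in MS+, 14.8 ± 5.27 in MS− and 13.9 ± 3.49 in FBS. The rise of 0.56 (SE 0.29) between MS+ and MS− was smaller than the study rule requires, with a limma adjusted p of 0.436 without the block and 0.0394 with it. With 1 library left out, the rise ranged from 0.21 to 0.91, still short of the 2-fold limit.

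The comparisons with FBS addressed what rat serum does to the cells beside the standard medium; species of serum and any other difference of the FBS cannot be separated in this design. Between MS+ and FBS, the study rule called 520 features (233 higher, 287 lower) and the adjusted threshold 944 (486 higher, 458 lower). Between MS− and FBS, the study rule called 355 (122 higher, 233 lower) and the adjusted threshold 472 (205 higher, 267 lower). With the rat as a block, the adjusted counts were 2773 and 2011. The unblocked adjusted counts depended on single libraries. For MS+ the count was 165 without FBS replicate 1, 261 without FBS replicate 2, 25 without MS+ replicate 1 and 169 without MS+ replicate 2. It was 589 and 602 without MS− replicates 1 and 2. For MS− it was 105 and 178 without FBS replicates 1 and 2, 121 and 125 without MS− replicates 1 and 2, and 279 and 280 without MS+ replicates 1 and 2.

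The largest rises over FBS were in Angptl4, Ednrb and Pdk4 for MS+, and in Angptl4, Tnn and Sulf2 for MS−. Angptl4 (NM_199115, chromosome 7, 16261623 to 16267852, minus strand) measured 0.49 ± 0.00 CPM in FBS, which was 3 reads in each library, 19.9 ± 3.30 in MS− and 29.6 ± 6.69 in MS+. Its log2 fold change was 4.34 (SE 0.22, limma adjusted p 0.000713) for MS+ and 3.80 (limma adjusted p 0.00185) for MS−. Pdk4 (NM_053551, chromosome 4, 30235296 to 30245298, minus strand) measured 1.73 ± 0.13 CPM in FBS, 16.2 ± 0.63 in MS− and 40.2 ± 0.50 in MS+. It also met the study rule between MS+ and MS−, with a log2 fold change of 1.26 (SE 0.16). Tnn rose from 58.0 ± 17.9 CPM in FBS to 492.5 ± 37.4 in MS−, and Sulf2 from 27.0 ± 13.4 to 180 ± 66.9. Ednrb rose in MS+ by 4.03 (limma adjusted p 0.00526). The largest falls were in Mt1a, Atoh8 and Nes for MS+ and in Mt1a, Mcm5 and Atoh8 for MS−. Mt1a (NM_138826, chromosome 19, 11261631 to 11262647, minus strand) measured 21.04 ± 10.99 CPM in FBS and 0.55 ± 0.00 in MS−, which was 3 reads per library; as a member of a gene family of close sequence it is uncertain. Mcm5 fell from 20.8 ± 3.42 CPM in FBS to 1.18 ± 0.38 in MS− and stood at 3.91 ± 0.18 in MS+. Nes fell from 115 ± 30.4 CPM to 12.8 ± 5.88 in MS+. Atoh8 was near the floor in both rat sera, and its adjusted p for MS− passed 0.05 without either FBS library (0.122 and 0.0502) or either MS− library (0.106 and 0.101). For MS+ it did so without FBS replicate 1 (0.0747) or MS+ replicate 1 (0.0571). Without MS+ replicate 1, Ednrb (0.0509) and Mt1a (0.0521) also lost their call for MS+. These are the highest values over the alternatives for Atoh8, Ednrb and Mt1a; the lowest were 1.28e-05, 6.70e-10 and 5.97e-09 for MS+, and 2.39e-05 for Atoh8 in MS−. Sulf2 lost its call for MS− without FBS replicate 1 (0.0716) or MS− replicate 2 (0.0864), over a range from 2.21e-10 to 0.0864.

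Across the 9820 features, the log2 fold changes of MS+ and of MS− against FBS correlated with a Pearson r of 0.77 and a Spearman rho of 0.70. Features are not independent replicates, and sharing the FBS libraries raises r. Simulated libraries without a difference between groups, FBS redrawn as well, gave a median r of 0.48 and at most 0.51. With no library in common (MS+ and FBS of 1 rat, MS− and FBS of the other), r was 0.65 and 0.54, where simulation gave at most 0.03. The adjusted threshold was passed in both comparisons by 341 features, 163 higher in both, 176 lower in both and 2 in opposite directions. The simulated groups gave 0 such features.

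**Figure D2:**
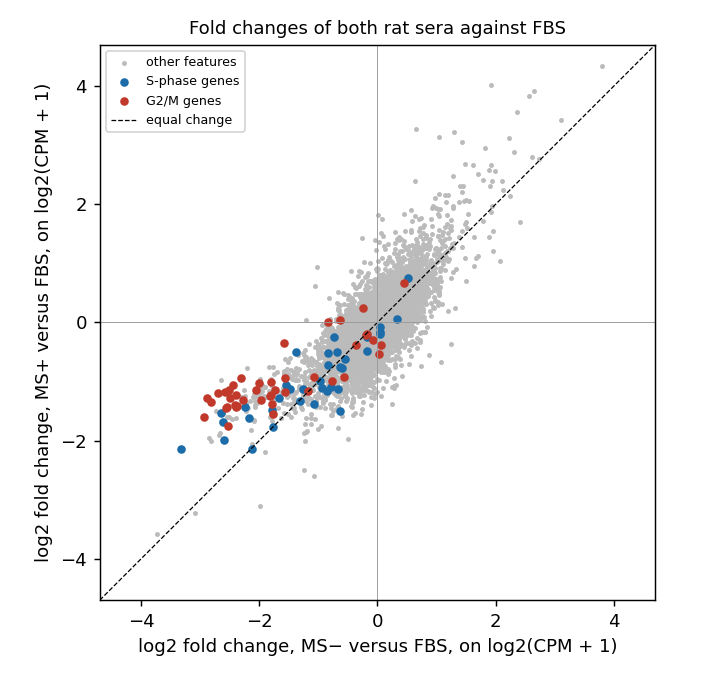
Log2 fold change against FBS of each tested feature, for MS− (horizontal) and MS+ (vertical), both on the log2(CPM + 1) scale, with 43 G2/M genes in red, 36 S-phase genes in blue and equal change as a dashed line. Most G2/M genes lie below 0 on both axes and above the dashed line, with medians of -1.81 for MS− and -1.15 for MS+.

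The study reported effects on the cell cycle with emphasis on mitosis, so a general list of G2/M genes was tested. Of 52 genes, 43 were tested. Their median log2 fold change was 0.78 between MS+ and MS− (35 higher, 8 lower), -1.15 between MS+ and FBS (39 lower) and -1.81 between MS− and FBS (40 lower). The camera adjusted p was 7.67e-15, 1.71e-16 and 4.34e-31. Camera assumes little correlation between genes. Under fry the adjusted p was 0.00591, 0.00265 and 0.00133. With an estimated correlation it was 0.0532, 0.0527 and 0.0501, so that none of the 3 passed, although each passed before adjustment over the 21 tests (0.0177, 0.0151 and 0.00583). Between MS+ and MS−, the median was 0.70 in rat 1 and 0.73 in rat 2. In that comparison, 26 of the 43 passed when adjusted over the list alone, against 0 over all features without the block and 24 with it. Of the 2 most abundant members, Tubb4b rose by 0.67 (SE 0.10) between MS− and MS+ and Smc4 did not change (-0.02, SE 0.12). Tubb4b overlaps a row of another gene and is uncertain.

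S-phase genes (36 tested of 43) fell against FBS, by a median of -1.10 in MS+ and -0.90 in MS− (camera adjusted p 1.89e-14 and 1.34e-17, fry adjusted p 0.00133 for both). Between MS+ and MS− their median was near 0, changing sign between scalings (-0.00284, 0.00311 with DESeq2 size factors, -0.0185 with library totals), and their mean was 0.14, with 18 higher and 18 lower (camera adjusted p 0.285). Members went both ways: Mcm5 rose by 1.18 (SE 0.23) in MS+ over MS−, while Pcna, the most abundant, had a log2 fold change of -0.30 (SE 0.12).

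**Figure D3:**
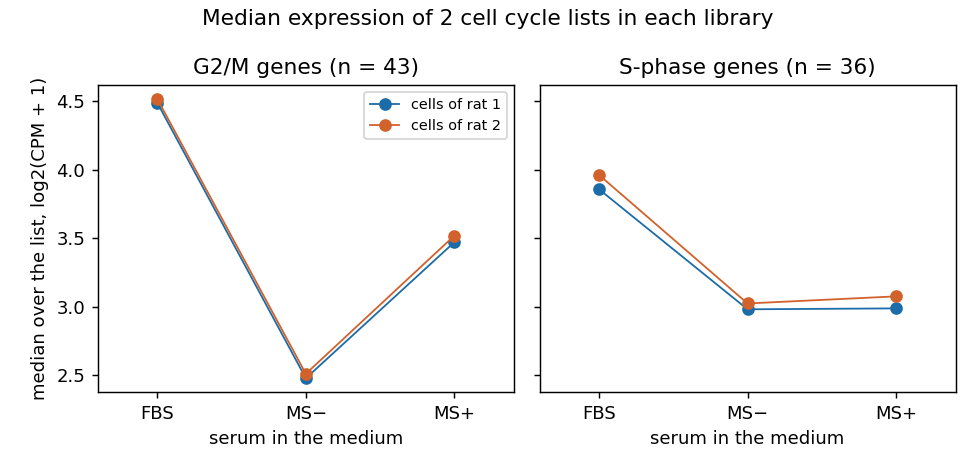
Median over the genes of a list, on the log2(CPM + 1) scale (vertical axis, not from 0), by serum, for 43 G2/M genes and 36 S-phase genes; points are single libraries joined by rat. The G2/M medians were 4.49 and 4.52 in FBS, 2.48 and 2.51 in MS− and 3.47 and 3.52 in MS+, while the S-phase medians of MS− and MS+ all lay between 2.98 and 3.08.

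Fatty acid and PPAR genes (21 tested) rose against FBS by a median of 0.77 in MS+ and 0.73 in MS− (fry adjusted p 0.00133 and 0.00158). Between MS+ and MS− the median of 0.14 passed under camera (adjusted p 0.00195) but not under fry (0.0665). Inflammatory genes (10 tested) had a median of 0.34 in MS+ and 0.67 in MS− over FBS (camera adjusted p 0.0466 and 0.00332, fry 0.00929 and 0.00623). Members went both ways, 6 higher and 4 lower in each comparison. With the rat as a block, the list in MS+ over FBS was at a camera adjusted p of 0.0658, and under fry both comparisons failed (0.0710 and 0.0707). Their median between MS+ and MS− was -0.38 (camera adjusted p 0.459). Immediate early genes (26 tested) were lower in MS+ than in MS− by a median of -0.31 (camera adjusted p 0.000463), which did not hold under fry (0.124). Their median was 0.27 in MS− over FBS (camera adjusted p 0.000873, fry 0.0847) and 0.12 in MS+ over FBS (camera adjusted p 0.567), with a mean of -0.01 in the latter. Mesenchymal genes (15 tested, Wnt5b among them) did not pass as a list between MS+ and MS−, with a median of 0.05, a mean of -0.08 and a camera adjusted p of 0.778. Members went both ways, 8 higher and 7 lower. In limma 0 passed the adjusted threshold without the block, and with it 2 passed over all features and 5 over the list alone. Against FBS their medians were -0.14 in MS+ and -0.07 in MS− (camera adjusted p 0.567 and 0.412). Of 20 epithelial genes, 11 had reads and 5 passed the filter, Gjb2 among them, with a median of 0.18 between MS+ and MS− (camera adjusted p 0.356). Against FBS the medians were 0.49 and 0.38, with camera adjusted p 0.109 and 0.356. None of the calls of the other lists against FBS or between the rat sera passed with an estimated correlation, where the lowest adjusted p of the 21 tests was 0.0501.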

Values the study reported

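The study reported that ADORA3 protein, measured in the sera themselves, was lower by more than 2 fold in MS+ than in MS−. It called transcripts differential at a fold change over 2 together with P < 0.05.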

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

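Limma-voom on the recovered reads, edgeR with the replicate block and the correlation over disjoint libraries were chosen after the data were seen; the other alternatives were fixed before the data were examined. Scaling changed little. Under DESeq2 size factors or library totals each count of calls stayed within 1.5 times, and the median of all features moved by at most 0.05. The split of higher against lower calls moved by over 10 percentage points in 1 case, the adjusted calls between MS+ and MS− under DESeq2 size factors, which were 2 higher and 1 lower in place of 1 and 1.

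The count of study-rule calls between MS+ and MS− (122) rose to 215 with a pseudocount of 0.1, 230 with edgeR, 213 with limma-voom and 284 with edgeR and the replicate block. The smaller pseudocount and the read-based tests shrink low values less, and 119, 121, 118 and 121 of the 122 features were called again. Leaving out 1 library gave 125 to 206, the latter without MS+ replicate 1, but fewer of the 122 were called again: 75 without MS+ replicate 2, 80 without MS− replicate 1, 96 without MS− replicate 2, 100 without MS+ replicate 1 and 120 without either FBS library. For MS− against FBS, edgeR with the replicate block gave 534 in place of 355. Leaving out 1 library gave 356 to 438 for MS− against FBS and 524 to 614 for MS+ against FBS.

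With the replicate block the adjusted counts were 987 between MS+ and MS−, 2773 between MS+ and FBS and 2011 between MS− and FBS, and edgeR with the block gave 995, 2851 and 2066. With no filter they were 0, 586 and 255, and with only the 4 libraries compared 0, 609 and 278. DESeq2 gave 128 between MS+ and MS−, where limma gave 2 and edgeR 3. Leaving out 1 library gave 0 in every case between MS+ and MS−, 25 to 602 between MS+ and FBS and 105 to 280 between MS− and FBS. An arm left with 1 library is assumed to vary like the other groups. Fewer libraries leave fewer residual degrees of freedom, and no filter means more features tested; beyond that the cause was not tested. Where limma gave 0 between MS+ and MS−, 1617 features were at unadjusted p under 0.05 with no filter, 1379 with only the 4 libraries and 918 to 1385 with 1 library left out.

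The G2/M medians kept their direction and their side of the threshold, before adjustment over lists, under every alternative run. Leaving out 1 library gave 0.65 to 0.78 between MS+ and MS−, -1.22 to -1.02 between MS+ and FBS and -1.91 to -1.81 between MS− and FBS. The correlation of fold changes was 0.75 with no filter, 0.77 at a mean of 10 CPM or more, and the same with the replicate block by construction, since a balanced block leaves fold changes as they are. Leaving out 1 library gave 0.69 to 0.81. Without FBS replicate 1 the r of 0.79 lay within the simulated range of unchanged groups (0.77 to 0.79). Both fold changes then share a single control library, of 1 rat only, which raises r by its noise and its rat difference.

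The named genes kept their direction wherever a call was at stake, under the 12 alternatives run gene by gene. These 12 also gave the ranges of p printed for named genes. No filter, the pseudocount of 0.1, limma-voom and edgeR with the block were not among them. The replicate block brought 16 results of named genes against FBS past the adjusted threshold and took none below it. Of these, 11 were in comparisons the gene was named for, those of Fos and Wnt5b given with the results among them, and 5 were of Egr2, LOC687001, Celsr3 and Prima1, which were named for MS+ against MS−. Between MS+ and MS−, besides the changes given with the results above, it brought the adjusted p of Pdk4, Nes, Mcm5, Tubb4b and Hadha under 0.05. It changed no other call of a named gene in the comparison it was named for, and no call of a list other than those of the inflammatory genes. Among list examples, Tubb4b lost its call for MS− against FBS without FBS replicate 1 or either MS− library, and Hadha lost calls in 8 settings. Features near 1 CPM rest on few reads, so Wnt5b in MS+ and Atoh8 in rat serum carry large counting error.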

Other observations

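Of the tests below, those of the difference between the rats, the splits of the libraries, library scaling, a single rat, the serum batch, carried-over RNA, skeletal muscle cells and macrophages were chosen only after the result was seen. All the patterns were noticed in these libraries, and 13 lists were looked at in all, 4 of them written after the data. How a percentile among random lists is read was made stricter after the first percentiles were seen, so that a low one alone no longer counts against an explanation.

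The scarcity of adjusted calls between MS+ and MS− may come from the difference between the rats. The lowest correlation of the rat difference between groups was 0.49, and with the rat as a block the adjusted calls rose from 2 to 987. The edgeR biological coefficient of variation fell from 0.152 to 0.0682. In the simulated libraries the block gave 15 false calls beside 194 true ones, so part of the 987 is false. The 4 rat serum libraries allow 3 splits, too few for a count of splits to exclude chance. Of these, 2 gave as many study-rule calls as the real one, namely the real split itself (125) and the split by rat (198), which follows the animals and is removed in the blocked count above. The crossed split, the only other that parts both rats, gave 1 call.

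G2/M genes were higher in MS+ than in MS− while the median of S-phase genes stood near 0, a gap of 0.78 between medians. The means of the lists, 0.68 for G2/M and 0.14 for S phase, lay closer together. Scaling is argued against, since it moves both lists alike and the gap was 0.78 under library totals. The pseudocount is argued against, since the gap was 0.87 on recovered reads. The gap was present in both rats, at 0.55 in rat 1 and 0.67 in rat 2. The S-phase medians there were 0.15 and 0.07. Reassigning genes between the lists gave a gap as large with a two-sided permutation p of 0.00015 over 100000 reassignments, although genes of a list are not independent. The S-phase median hides members that moved both ways, so it does not show that S-phase genes stayed level one by one. What stays open is the serum. With 2 libraries per serum and no donor in the labels, a batch of serum and the stimulation cannot be told apart. The study's methods place the MS− serum before any therapy and the MS+ serum at day 18. If so, the time in the course of the disease differs as well. If the healthy label of MS− held, the presence of arthritis in the donors would differ too. A shift in the share of cells in mitosis, in place of faster cycling, is a candidate explanation that was not tested.

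Glucocorticoid target genes drew attention because Fkbp5, Per1, Tsc22d3 and Errfi1, chosen after their values were seen, ordered MS+ over MS− over FBS. Per1, for example, measured 33.7 and 39.96 CPM in FBS, 106 and 104 in MS− and 168 and 146 in MS+. The seen list (12 genes, medians of 0.40 between MS+ and MS−, 1.33 and 0.64 against FBS) was chosen for the pattern and tests nothing. On the other side, Mt1a and Mt2A, also known targets, fell against FBS by log2 fold changes of -3.59 and -1.81 in MS+. A list not yet seen (14 tested of 20) stood at the 98.1st percentile of matched random lists for MS+ against FBS, but at 72.3 for MS− against FBS and 89.4 for MS+ against MS−. The hypothesis that rat serum, or MS+ serum in particular, carries more glucocorticoid activity was therefore not borne out by the test set for it, and it is not excluded either. The steroid content of the sera was not analysed here.

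RNA carried over from rat blood was considered for the differences between rat serum and FBS. S100a8 and S100a9, abundant in blood cells, had 0 reads in the 4 rat serum libraries, and the 12 blood cell genes in the table had 16 reads there in all. This argues against carried-over blood cell RNA as the source of the called features; RNA free of these transcripts was not tested.

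The cells of the 2 rats differed at 1035 features in the blocked fit (537 higher and 498 lower in rat 2), 200 of them by 2-fold or more. Among these, chosen after their values were seen, Barx1 was at 116, 89.5 and 88.5 CPM in FBS, MS− and MS+ for rat 1 and at 4.81, 3.98 and 7.34 CPM for rat 2. Myh1 had 517 reads over the libraries of rat 1 and 3268 over those of rat 2. Myh2 (143 and 702 reads), Myh4 (57 and 264) and Myh8 (50 and 289) were also higher in rat 2. A muscle list not yet seen (6 tested of 25) stood at the 10.9th percentile of matched random lists, but that test is void, since a gene present in 1 rat only fails the filter. Skeletal muscle cells in the culture of rat 2 are argued against by the reads of the same list, counted without a filter. Over the 21 of its genes in the table the median was 4 reads in rat 2 and 9 in rat 1. Of the 21, 4 had a higher share of the reads in rat 2, most clearly Myh3 (17 and 58 reads in rats 1 and 2). A higher share in rat 1 was seen for 12, Myod1 (39 and 9 reads) among them. Muscle cells in the culture of rat 1 were not tested for and stay open. Of its genes abundant in muscle, Ckm had 9 and 3 reads in rats 1 and 2, Mylpf 11 and 4, and Tnnc2, Tnni2, Mb and Pvalb 0 or 1. The genes with the most reads, Acta1 (18447 and 15433), Cav3 (1100 and 797), Eno3 (177 and 157) and Tnnt3 (121 and 114), had fewer in rat 2 than in rat 1. Myh1, Myh2, Myh4 and Myh8, which the list leaves out because they were already seen, go the other way. They are close copies of each other, so reads can be shared among them. Macrophages in 1 culture as a source of these differences are argued against by the reads of the 16 macrophage genes, counted without a filter: the median per gene was 0 reads in both rats, and 9 of the 16 had none in each rat. The list had 379 reads in rat 1 and 327 in rat 2, most of them of Cd14 (279 and 239) and Cd74 (74 and 50), while Lyz2 had 0 in both. Genes of developmental position not yet seen (28 tested of 55) differed between the rats by a median of 0.27 without regard to sign, at the 99.9th percentile of matched random lists. This is consistent with cultures drawn from different joints or parts of the joint, a hypothesis found and tested on the same data. A difference between the animals themselves is open as well and was not tested.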
